A study of Mus musculus with 12 samples. Its data were reported in "The kinase DYRK1A reciprocally regulates the differentiation of Th17 and regulatory T cells" (2015).

How the data were processed

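RNA from 12 samples of mouse CD4+ T cells was measured on Illumina Mouse WG-6 v2 arrays, 1 array per sample. Per the labels, the samples came from *Foxp3*-GFP mice and fell into 6 groups of 2 arrays. These were naive CD4+ T cells, T_reg_ cells induced with a high concentration of TGF-β (T_reg_ hi) and T_reg_ cells induced with a low concentration of TGF-β plus harmine (T_reg_ HAR), each obtained from naive cells that had been purified either by fluorescence-activated sorting (FACS) or on magnetic columns (MACS). The T_reg_ cells of all 4 induced groups were sorted by FACS after culture. Nothing in the labels says whether the 2 replicates of a group came from separate animals or cultures, so the p-values measure only the spread between arrays.

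The authors collected the probe signals with GenomeStudio and deposited them as non-normalized intensity values. The mean intensity over all probes was 257 on every array, so these deposited values had already been scaled between arrays, and none lay near or below zero, so no background had been subtracted. The authors also deposited a table of normalized log2 values, made with the lumi package by background correction, variance-stabilizing transformation and robust spline normalization. That table was used only as an alternative here. The correlation across probes of each array's log2 intensity with its own deposited log2 column, both taken relative to the mean of all arrays, lay between 0.973 and 0.983, and that with any other column was at most 0.831, so the columns of both tables carry the same samples.

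The intensities were background-corrected with the normal-exponential model of limma 3.58.1 (saddle-point estimate, offset 50) in R 4.3.3, quantile normalized and taken to log2, because no detection p-values or negative controls were among the values. A probe was kept where its signal exceeded the median of the array on at least 2 arrays, which left 32081 of the 45281 probes. Of all probes, 34885 were assigned to 1 gene, 18 to several genes and 10378 to none, and those of the last 2 kinds were left out. Symbols were compared with the RefSeq table through their Entrez identifiers, and 0 changed, while 78 probes had an identifier without a match. Each gene was represented by the kept probe with the highest mean over the 12 arrays, which gave 15663 genes. After the values had been seen, a background ceiling was set on each array at the peak of the density of its log2 values plus 3 SDs of the values below the peak. Of the genes tested, 10148 exceeded it on at least 1 array and 5515 on none. Where all arrays of the dimmer group lay under the ceiling, a fold change is written as a bound ("at least"), computed with those arrays set to the ceiling. No fold is given where neither group exceeded it.

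A linear model with a mean for each of the 6 groups was fitted to all 12 arrays with limma, with empirical Bayes moderation of the variances (residual degrees of freedom 6, prior degrees of freedom 3.43). The test is two-sided. P-values were adjusted by the Benjamini-Hochberg method over the 15663 genes of a comparison, and a gene was called changed at an adjusted p under 0.05. Treatments were compared as the mean of the FACS and MACS differences. Purifications were compared within each treatment, and the interaction compared the T_reg_ HAR minus T_reg_ hi difference between purifications. Errors of fold changes are the moderated standard errors (SE) of this model, and errors of group levels are standard deviations (SD).

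The 26 gene lists stood for the T_reg_ signature, naive and resting T cells, T cell activation, DNA replication, mitosis, TGF-β response, Th17, Th1 and Th2 cells, cholesterol synthesis, glycolysis and hypoxia, aryl hydrocarbon receptor targets, NFAT response, the DYRK and CLK kinases with monoamine oxidase A, the amino acid response, interferon response, p53 targets, iron, ribosome biogenesis, memory and effector T cells, immediate early genes, and markers of B cells, CD8 T and NK cells, myeloid cells, and erythroid cells and platelets. The last list held the 16 genes that the study chose from these arrays for qPCR. Lists were tested with camera on the same model, which compares the members with all other genes, with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the lists. Camera with a correlation estimated from the data and fry, which tests the members alone, were run beside it. List members were also adjusted over the list alone.

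The rule for naming genes took, for each treatment comparison, the 10 largest increases and the 10 largest decreases among the genes past the threshold whose change had the same sign in both purifications, and the 5 largest of each for a purification comparison. It added genes reported whatever their result, among them *Foxp3*, *Il2ra*, *Ctla4*, *Ikzf2*, *Bach2* and *Dyrk1a*, the 16 qPCR genes, and for each list up to 4 members past the threshold by size of change, or the 2 members with the smallest p where none passed. The model, the threshold, the lists and this rule were chosen before the data were examined. The background ceiling and the alternatives that use *Eif2s3y* signal, 1 kind of naive cells, a stricter filter, no purification term or a t-test on the deposited values were chosen after seeing the data.

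The code was tested on simulated arrays with the signal levels, spread and background of these arrays, in which 200 genes of each comparison, all above background, were changed by 1.5-, 2- or 4-fold. The spread was drawn independently for each gene, with the same SD on all arrays. Differences between arrays that many genes share were therefore not simulated, and the shares recovered hold only without them. For T_reg_ HAR against T_reg_ hi cells, 64.2% of the changes of 1.5-fold and 91.0% of those of 2-fold were recovered. The corresponding shares were 76.1% and 98.5% for T_reg_ HAR against naive cells and 61.2% and 83.6% for T_reg_ hi against naive cells. With 2 arrays against 2, FACS against MACS gave 31.3% and 80.6% in naive cells, 23.9% and 83.6% in T_reg_ hi cells and 25.4% and 76.1% in T_reg_ HAR cells. The fitted folds of the 2-fold changes had medians of 1.72 to 1.76, and 6 to 14 unchanged genes were called per comparison.

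The alternatives tried were the deposited log2 values, no background correction, scaling to a common median, no filter on dim probes and a stricter one, every kept probe as its own feature, an intensity trend in the prior variance, a fit of the 8 arrays of a comparison alone, models with treatment plus purification or treatment alone, blocks by replicate number or by *Eif2s3y* signal, comparisons within the arrays with or without that signal, 1 kind of naive cells as the control, the Student's t-test of the study's methods, and the omission of each array in turn. A block for the array slide was not run because no table or label names the slides. No array was left out, and no column of per-sample values was unused. The number of arrays limits the precision of every value.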

Results

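Gene expression was measured on 12 arrays in naive CD4+ T cells and in T_reg_ cells induced from them. There were 4 arrays of naive cells, 4 of T_reg_ hi cells (high TGF-β) and 4 of T_reg_ HAR cells (low TGF-β plus harmine, a plant alkaloid that inhibits DYRK kinases), and in each treatment the starting naive cells of 2 arrays had been purified by FACS and those of 2 arrays by MACS. Between 29.9% and 30.2% of the probes exceeded background on an array, and the number of arrays limits the precision of the values below. The correlation across probes of the log2 values averaged 0.986 over the 6 pairs of replicates, with a range of 0.980 to 0.992. It averaged 0.949 over the 48 pairs of arrays from different treatments, with a range of 0.917 to 0.991. T_reg_ HAR and T_reg_ hi arrays, with 0.978 to 0.991 between them, were about as alike as replicates. Probes and genes are not independent replicates, so no p is given with these correlations. Within T_reg_ HAR cells the differences between replicates 1 and 2 of the FACS and of the MACS group had r of -0.622, that is, replicate 1 of FACS and replicate 2 of MACS stood together (scores of 15.2 and 17.0 on component 2) apart from the other 2 arrays (-3.65 and -4.21), a split that follows neither the purification nor the *Eif2s3y* signal described below.

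**Figure D1:**
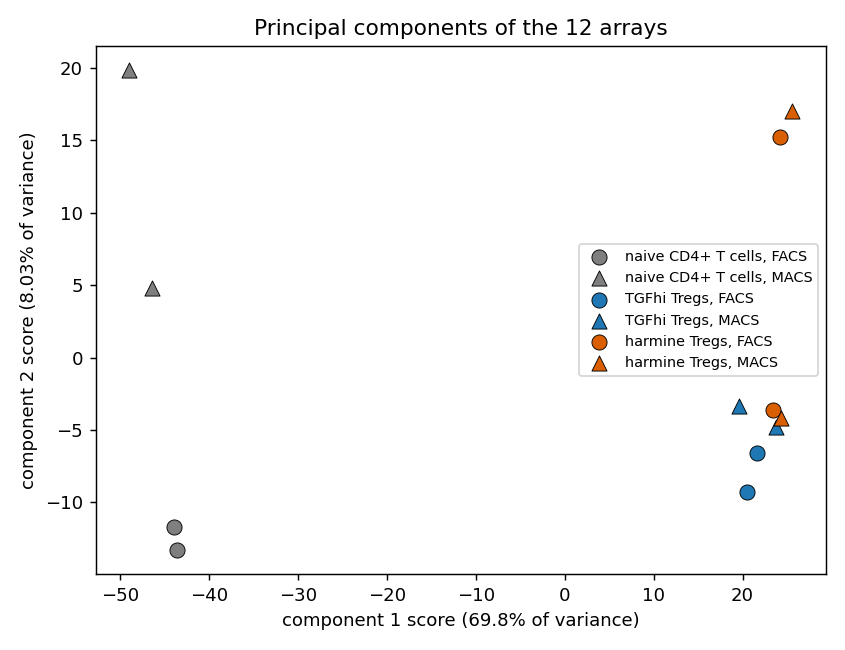
Scores of the 12 arrays on the first principal components of the normalized log2 values, with 1 point per array, color for treatment and shape for purification. Component 1, with 69.8% of the variance, parts the naive arrays from the T_reg_ arrays, and component 2 holds 8.03%.

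The comparison of T_reg_ HAR with T_reg_ hi cells asked how cells made with low TGF-β plus harmine differ from those made with high TGF-β alone. No array had low TGF-β without harmine, so the effects of harmine and of the TGF-β dose cannot be told apart. *Plac8*, a small cysteine-rich protein of immune cells, was higher in T_reg_ HAR cells by a log2 difference of 1.40 ± 0.13 (SE, n = 4 arrays each). *Gadd45g*, a stress- and cytokine-induced regulator of growth, was higher by 1.24 ± 0.17, and the fatty acid elongase *Elovl6* by 1.16 ± 0.20. *Gpr83*, a receptor characteristic of T_reg_ cells, reached a mean log2 level of 11.61 in T_reg_ HAR cells against 10.55 in T_reg_ hi cells. *Bdh2*, a hydroxybutyrate dehydrogenase, showed the largest decrease, with a log2 difference of -1.45 ± 0.13, and *Niban2* followed with -1.39 ± 0.14. *Rgs1*, an inhibitor of G protein signalling, was lower by -1.32 ± 0.12, and its other probes gave -1.32 and -1.46. *Ramp1*, a subunit of the receptor for calcitonin gene-related peptide, differed by -1.24 ± 0.09. Other probes of some genes gave much smaller differences, with -0.21 for *Ramp1* (above background on 7 arrays), 0.25 for *Elovl6* (4 arrays) and 0.12 for *Gpr83* (1 array).

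The other large increases in T_reg_ HAR cells were those of the phosphatase *Ppm1l* (1.12), the potassium channel *Kcnk5* (1.09), the aldo-keto reductase *Akr1c12* (1.001), the extracellular matrix protein *Ecm1* (0.97), *Mir17hg* (0.93), which is the host transcript of a microRNA cluster that promotes proliferation, and *Them6* (0.80). The other large decreases were those of the lysophosphatidic acid receptor *Lpar6* (-1.30), the prion protein *Prnp* (-1.11), the adhesion receptor *Cd44* (-1.08), the lipid receptor *Gpr18* (-1.05), *Aplp2* (-1.004) and the receptor for interleukin 6, *Il6ra* (-0.97). The SEs of these 12 log2 differences lay between 0.08 and 0.22. A further probe of *Aplp2*, above background on 12 arrays, went the other way with 0.13, and another of *Ecm1*, above background on 7 arrays, gave 0.06. Other probes gave -0.56 and -0.29 for *Il6ra*, -0.86 for *Cd44*, 0.58 and 0.92 for *Ppm1l*, 0.72 for *Kcnk5* and 0.50 and 0.21 for *Them6*, and 0.77 for *Gadd45g*. The remaining 17 increases ranged from 0.39 to 0.74 and the remaining 36 decreases from -0.36 to -0.85, with the costimulatory ligand *Cd86* (-0.74) and the tyrosine phosphatase *Ptpn22* (-0.69) among the latter, both named after their values were seen.

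**Figure D2:**
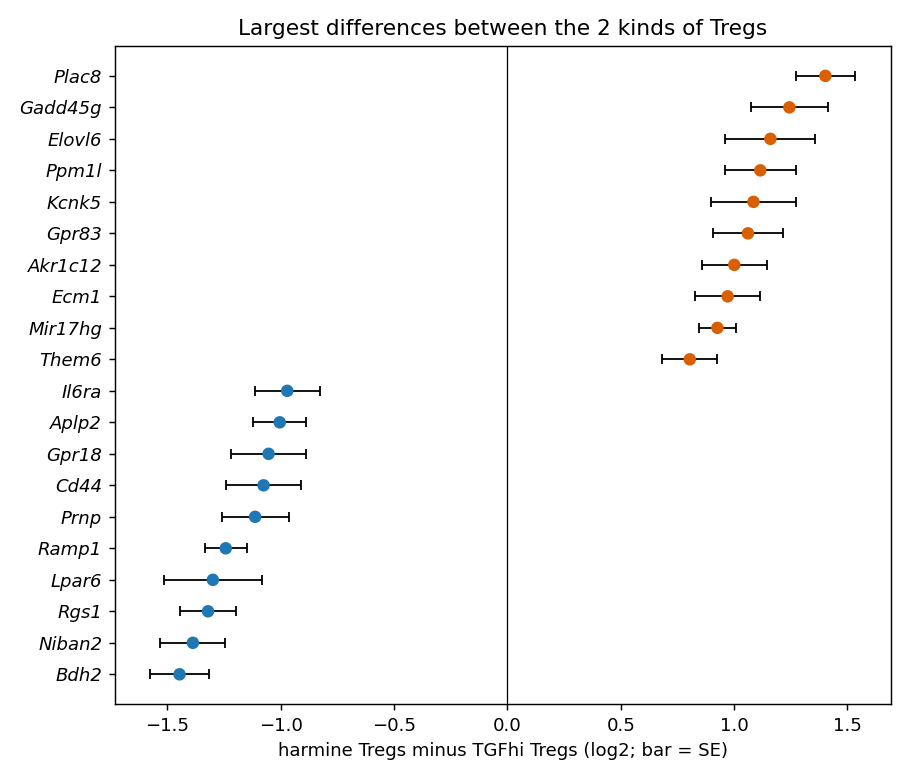
Log2 difference between T_reg_ HAR (harmine Tregs) and T_reg_ hi cells (TGFhi Tregs) on the horizontal axis for the 10 largest increases and 10 largest decreases, 1 gene per line, with bars for the SE (n = 4 arrays each). The differences run from -1.45 for *Bdh2* to 1.40 for *Plac8*, and no bar reaches zero.

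In limma, 73 of the 15663 genes differed between T_reg_ HAR and T_reg_ hi cells, 27 higher and 46 lower, and 16 of them by more than 2-fold. The smallest adjusted p was 0.00306, for *Bdh2*, *Ramp1* and *Mir17hg* among others, and that of *Elovl6* was 0.0477. At an unadjusted p under 0.05 there were 1688 genes, where 783 would be expected by chance. All 73 had the same sign in cells from FACS- and from MACS-purified precursors, which their selection on the mean of these arrays favors. Naive arrays do not enter the fold changes of this comparison, so leaving one out bears on it only through the estimated spread. The number called moved with single arrays. It was 14 without replicate 1 and 14 without replicate 2 of naive FACS, 9 without replicate 1 and 14 without replicate 2 of T_reg_ hi FACS, 18 without replicate 1 of T_reg_ hi MACS, 14 without replicate 1 and 140 without replicate 2 of T_reg_ HAR FACS, and 21 without replicate 1 of T_reg_ HAR MACS, and of the 20 genes with the largest changes *Bdh2*, *Mir17hg*, *Plac8*, *Ramp1* and *Rgs1* passed without any array. The deposited values gave 45 genes, of which 43 were among the 73, and a fit with treatment alone, chosen after seeing the data, gave 118.

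The arrays also differed in *Eif2s3y*, a gene of the Y chromosome, which was above background on 6 arrays (log2 levels of 6.38 to 8.08) and not on the other 6 (5.67 to 6.07). Each kind of T_reg_ cell and the naive cells had 2 arrays with and 2 without this signal, but the arrays were not alike across treatments in *Xist*, which is expressed from the inactive X chromosome of female cells. *Xist* was at 5.76 and 5.84 on the naive arrays with the signal and at 8.19 and 8.47 on those without, and at 8.98 to 10.49 on all 8 T_reg_ arrays. The naive arrays with the signal thus had the pattern of male cells and those without it that of female cells. All 8 T_reg_ arrays held the female transcript. Donor sex was therefore not alike between naive and T_reg_ arrays, and the comparisons with naive cells over all arrays do not separate it from induction. Among the arrays without the signal, naive and T_reg_ cells both had the female pattern. There 2639 genes were called for T_reg_ HAR and 2338 for T_reg_ hi cells against naive cells, and 2569 and 2273 of these were also called over all arrays. After adjustment over all genes 2 were called for T_reg_ HAR against T_reg_ hi cells among the arrays without the signal (*Bdh2* with -1.65 and *Ramp1* with -1.31, both with an adjusted p of 0.0365) and 0 among those with it. Each of these sets held only 2 arrays of each kind of cell. A fit of all arrays with a block by this signal gave 58 genes, 50 of them among the 73. The 73 differences had a median absolute log2 difference of 0.753 without and 0.646 with the signal, against 0.685 over all arrays. Each difference over all arrays is the average of those in the 2 sets, and the genes were chosen on it. The 2 medians therefore cannot show that the size was kept where the calls were lost. The block by this signal and the comparison within the 2 sets were chosen after seeing the data.

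Among the gene lists, DNA replication genes were higher in T_reg_ HAR cells as a group, with a median log2 difference of 0.21 over 28 measured members. Of these, *Mybl2* (0.54 ± 0.06), *Mcm7* (0.74 ± 0.12) and *Mcm10* (0.48 ± 0.08) rose, the last 2 encoding minichromosome maintenance proteins, and the other 25 did not pass. Genes of ribosome biogenesis had the largest median, 0.43 over 23 genes, of which 1 rose, *Rrp12* (0.74 ± 0.13). The 18 cholesterol synthesis genes had a median of 0.13, with 0 past the threshold and values of 0.47 ± 0.15 for *Mvd* and 0.40 ± 0.12 for *Sqle*. The 22 interferon-stimulated genes had a median of 0.08, also with 0 past the threshold, as *Bst2* with 0.54 ± 0.20. Camera gave adjusted p-values of 2.82e-08 for DNA replication, 2.28e-09 for ribosome biogenesis, 0.00293 for cholesterol synthesis and 0.0195 for interferon response. With an estimated correlation the adjusted p was 0.0963, 0.266, 0.415 and 0.65 in the same order. The interferon call ended without replicate 1 of T_reg_ HAR FACS (adjusted p = 0.214), replicate 2 of T_reg_ HAR MACS (0.206), replicate 2 of T_reg_ hi FACS (0.055) or replicate 2 of T_reg_ hi MACS (0.0817), and the cholesterol call without replicate 1 of T_reg_ hi MACS (0.0877). Both ended within the arrays with *Eif2s3y* signal (0.196).

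The lists that were lower in T_reg_ HAR cells were those of naive and resting T cells, of TGF-β response and of Th17 cells. Of 22 genes of naive cells 1 fell, *Il6ra*, and the median was -0.33. The 19 TGF-β response genes had a median of -0.21 with 0 past the threshold, and the 2 smallest p-values belonged to *Tgfbr2*, a subunit of the TGF-β receptor (-0.96 ± 0.19, adjusted p = 0.0742), and *Rgs16* (-0.89 ± 0.16, adjusted p = 0.055). Of 16 Th17 genes 1 fell, again *Il6ra*, with a median of -0.15. The adjusted p-values from camera were 1.25e-07 for naive cells, 7.29e-06 for TGF-β response and 0.000759 for Th17. With an estimated correlation the adjusted p was 0.266, 0.0805 and 0.0963, so that 0 of the 7 list calls held, while fry gave 3, those of DNA replication, TGF-β response and Th17 genes. Adjusted over the list alone, the numbers were 5 higher for DNA replication, 13 higher for ribosome biogenesis, 8 lower for naive cells, 9 lower for TGF-β response and 3 lower for Th17.

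For the other lists camera gave no call. The T_reg_ signature had 1 gene higher of 29, *Gpr83*, and 4 higher and 2 lower adjusted over the list alone, with a list adjusted p of 0.784. Of 23 activation genes 1 was higher, the transferrin receptor *Tfrc*, and 1 lower, *Cd44*, with an adjusted p of 0.327, and of 20 memory and effector genes 1 was lower, again *Cd44* (0.0902). Among 20 immediate early genes 1 was lower, *Rgs1* (0.0525), and among 13 iron genes 1 was higher, *Tfrc* (0.661). None of the members passed in the lists of mitosis (22 genes, adjusted p = 0.892), Th1 (14, 0.661), Th2 (10, 0.661), glycolysis and hypoxia (21, 0.767), aryl hydrocarbon receptor targets (5, 0.771), NFAT response (21, 0.555), DYRK and CLK kinases (8, 0.615), amino acid response (20, 0.417) and p53 targets (18, 0.417). Larger differences among their members, none past the threshold over all genes, were those of the p53 target *Sesn1* (-0.92 ± 0.28) and the amino acid response gene *Nupr1* (-0.69 ± 0.21). Adjusted over the list alone, 3 activation genes were higher and 2 lower, 2 p53 targets higher and 2 lower, 2 memory and effector genes lower, 3 immediate early genes lower and 1 Th1 gene lower. Some of these lists passed in other fits. The immediate early list did so as lower without replicate 1 of T_reg_ HAR FACS (adjusted p = 0.00603), replicate 2 of T_reg_ HAR MACS (0.00295), either replicate of naive MACS (0.0452) or replicate 1 of T_reg_ hi FACS (0.0167), with scaling to a common median (0.0323) and with no filter on dim probes (0.039), and the memory and effector list without replicate 2 of T_reg_ HAR FACS (0.0353) or replicate 1 of T_reg_ hi MACS (0.0448). Glycolysis passed as lower without replicate 2 of T_reg_ HAR MACS (0.0381) and the amino acid response as higher without replicate 1 of T_reg_ HAR MACS (0.00301). Of the markers of other cells, 1 of 15 B cell markers was lower, *Cd74* (-0.52 ± 0.09, list adjusted p = 0.661), and none of 11 CD8 and NK markers (0.615), 22 myeloid markers (0.592) and 8 erythroid and platelet markers (0.849) passed. In 7 lists, none of them called, the median, the mean and the tests differed in sign.

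The transcription factor *Foxp3*, which defines T_reg_ cells, had mean log2 levels of 6.98 in T_reg_ HAR cells and 6.87 in T_reg_ hi cells, a difference of 0.12 ± 0.13 (adjusted p = 0.897). The receptor chain *Il2ra* differed by 0.56 ± 0.15 (adjusted p = 0.172), by 0.37 without replicate 1 of T_reg_ HAR MACS (0.171) and by 0.75 without replicate 2 of it (0.0309), while its other probe had means of 8.73 in T_reg_ HAR and 8.85 in T_reg_ hi cells. The inhibitory receptor *Ctla4* differed by -0.28 ± 0.31 (adjusted p = 0.884) and *Ikzf2*, which encodes Helios, by 0.16 ± 0.09 (0.603). *Dyrk1a*, a kinase that harmine inhibits, exceeded background on no array. The probe of *Bach2* did not pass the filter. The study reported differential expression of its top signature genes by qPCR in separate experiments, which these arrays do not test. Of the genes the study chose from these arrays for qPCR, 15 were measured here. *Tfrc* (0.68 ± 0.11, adjusted p = 0.0387) and *Mybl2* (0.54 ± 0.06, 0.0119) rose and the sialyltransferase *St3gal3* fell (-0.85 ± 0.14, 0.0387). The largest differences among those that did not pass were -0.71 for *Aqp3* (adjusted p = 0.102), 0.53 for *Mcm2* (0.134), -0.43 for *Ypel5* (0.231), -0.39 for *Exoc2* (0.0725) and -0.31 for *Rora* (0.0814). Smaller were *Slc9a8* (0.24), *Snx6* (-0.27), *Trib1* (0.02) and *Lmna* (0.01). *Dab2ip*, under background in T_reg_ hi cells, was at least 1.07-fold higher (adjusted p = 0.0849), no fold is given for *Slc14a1* (0.426), whose means lay under the ceiling, and *Ccl20* was not above background. Adjusted over the list alone, 6 were higher and 7 lower, which is not independent evidence because these samples served to choose the list, and camera gave an adjusted p of 0.777.

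Comparing each kind of T_reg_ cell with naive cells asked how far induction moved the cells from where they started. *Socs2*, an inhibitor of cytokine signalling, rose most, by a log2 change of 6.40 ± 0.19 in T_reg_ HAR cells and 6.16 ± 0.19 in T_reg_ hi cells (SE, n = 4 arrays each). The related inhibitor *Cish* rose by 4.37 ± 0.14 and 4.28 ± 0.14, the organic anion transporter *Slco4a1* by 5.25 ± 0.16 and 4.76 ± 0.16, the metallothionein *Mt1* by 4.72 ± 0.22 and 5.06 ± 0.22, and *Nrn1*, which encodes neuritin, by 4.52 ± 0.13 and 4.38 ± 0.13. *Il2ra*, the high-affinity chain of the interleukin 2 receptor, was at least 12.4-fold and at least 8.42-fold higher, being under background in naive cells. *Espn* (4.29 and 3.84) and *Igfbp7* (at least 14.0-fold and at least 18.0-fold) also rose in both. Among the largest increases were *Tfrc* (3.80) and the mitotic gene *Cdca8* (3.73) in T_reg_ HAR cells and *Prnp* (4.57), *AA467197* (4.55 ± 0.48) and *Fbxo2* (at least 11.8-fold) in T_reg_ hi cells.

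The largest decreases were in genes of other cells. The size of these depended on the naive cells, in which the means of such transcripts were higher after MACS than after FACS. The neutrophil genes *S100a8* and *Lyz1* were in both kinds of T_reg_ cell at least 18.8-fold and at least 18.0-fold lower than in naive cells after FACS, and in T_reg_ HAR cells at least 93.2-fold and at least 99.0-fold lower than after MACS (at least 93.1-fold and 98.9-fold in T_reg_ hi cells). The macrophage lysozyme *Lyz2* was in both at least 5.02-fold lower than after FACS and at least 26.4-fold lower than after MACS. Haemoglobin genes fell, with log2 changes of -5.58 ± 0.42 for *Hba-a1*, -5.42 ± 0.46 for *Hbb-bs* and -5.28 ± 0.45 for *Hbb-bt* in T_reg_ HAR cells, and were at least 45.4-, 64.6- and 55.1-fold lower in T_reg_ hi cells, where they were under background. In T_reg_ HAR cells *Hba-a1* exceeded background on 1 of 4 arrays, so its change there is close to a bound. Against naive FACS alone the changes in T_reg_ HAR cells were -4.59, -4.19 and -4.09, and the bounds in T_reg_ hi cells 22.8-, 27.5- and 24.2-fold. *H2-Eb1*, a class II antigen gene of B and dendritic cells, changed by -3.80 ± 0.13 and -3.79 ± 0.13, and by -2.45 and -2.44 against naive FACS alone. Among T cell genes, *Ppp1r15a*, a phosphatase subunit of the stress response, fell with -4.90 ± 0.27 and -4.66 ± 0.27, the surface protein *Ly6c1* with -4.48 ± 0.23 and -4.14 ± 0.23, and the interferon-inducible *Ifi213* with -4.46 ± 0.11 and -4.69 ± 0.11. *Pdlim4* changed by -4.14 ± 0.19 in T_reg_ HAR cells.

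Limma called 4310 genes between T_reg_ HAR and naive cells, 2161 higher and 2149 lower, and 4075 between T_reg_ hi and naive cells, 2012 higher and 2063 lower. Of these, 1063 and 980 differed by more than 2-fold, and 4279 and 4055 had the same sign in both purifications. All 20 genes named for size in each comparison passed without any 1 array. With the naive arrays purified by FACS alone as the control there were 3526 and 3185 genes, and with those purified by MACS alone 3700 and 3515. Within the arrays without and with *Eif2s3y* signal there were 2639 and 2821 genes for T_reg_ HAR cells and 2338 and 2662 for T_reg_ hi cells, all 4 numbers being lower than those of all arrays by more than 1.5-fold. The share of calls that were higher in T_reg_ HAR cells was 50.1%, and 60.2% when arrays were scaled to a common median, so the balance of higher and lower genes depends on the scaling.

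Genes of cell division rose together in both kinds of T_reg_ cell. All 28 DNA replication genes rose, with medians of 2.04 in T_reg_ HAR and 1.70 in T_reg_ hi cells, such as *Mcm10* (3.42 ± 0.08 and 2.95 ± 0.08), *Uhrf1* (3.38 ± 0.26 and 3.18 ± 0.26) and the thymidine kinase *Tk1* (3.15 ± 0.10 and 3.12 ± 0.10). Of 22 mitosis genes 18 rose in each, led by the survivin gene *Birc5* (3.61 ± 0.18 and 3.62 ± 0.18), with *Bub1b* at 3.37 ± 0.09 and 3.30 ± 0.09. The adjusted p-values from camera were 1.71e-25 and 1.42e-24 for DNA replication and 9.85e-18 and 9.06e-19 for mitosis, and these calls held with an estimated correlation (adjusted p = 0.0065 and 0.00718, and 0.00173 and 0.00146). Metabolic genes followed. Of 21 genes of glycolysis and hypoxia 19 rose in each, as did *Tpi1* (3.51 ± 0.21 and 3.54 ± 0.21) and *Pgk1* (2.84 ± 0.12 and 3.01 ± 0.12). Of 18 cholesterol genes 15 rose in T_reg_ HAR and 14 in T_reg_ hi cells, among them *Fdps* (2.32 ± 0.19 and 1.91 ± 0.19) and *Stard4* (2.29 ± 0.13 and 2.14 ± 0.13). Camera gave 1.42e-13 and 1.08e-14 for glycolysis and 7.37e-10 and 7.43e-09 for cholesterol, and with an estimated correlation the adjusted p was 0.0797 and 0.0685, and 0.0666 and 0.0685.

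The T_reg_ signature was higher than in naive cells. Of its 29 measured genes 16 rose and 4 fell in T_reg_ HAR cells and 17 rose and 3 fell in T_reg_ hi cells, with *Tnfrsf4*, which encodes the costimulatory receptor OX40 (3.58 ± 0.08 and 3.15 ± 0.08), *Gpr83* (2.88 ± 0.15 and 1.82) and the ectonucleotidase *Nt5e* (2.51 and 3.06 ± 0.16) among those that rose. The list passed in both (adjusted p = 4.87e-06 and 1.03e-06) and also with an estimated correlation (adjusted p = 0.0138 and 0.0103). *Ctla4* rose by 2.41 ± 0.31 and 2.70 ± 0.31. *Foxp3* did not pass in either, with log2 changes of -0.24 ± 0.13 (adjusted p = 0.253) and -0.36 ± 0.13 (0.085), from a mean level of 7.22 in naive cells, and neither did *Ikzf2*, with 0.04 and -0.12. Another *Foxp3* probe, above background on 5 arrays, all of T_reg_ cells, gave 0.19 in both (adjusted p = 0.0793 and 0.0886). Of the 8 measured genes of the DYRK and CLK kinase list, *Dyrk3* rose in both (1.72 ± 0.07 and 1.72 ± 0.07) as did *Dyrk1b* (0.70 ± 0.15 and 1.12 ± 0.15), while *Clk4* fell (-0.86 ± 0.07 and -0.73 ± 0.07), *Dyrk2* fell in both (-0.71 ± 0.08 and -0.68 ± 0.08) and *Clk1* fell in T_reg_ hi cells (-0.80 ± 0.26, adjusted p = 0.0458), with -0.78 ± 0.26 in T_reg_ HAR cells (0.0505). In that list 2 genes rose and 2 fell in T_reg_ HAR cells and 2 rose and 4 fell in T_reg_ hi cells, with adjusted p-values of 0.803 and 0.805.

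Genes of resting T cells were lower. Of 22 genes of naive cells 14 fell in T_reg_ HAR and 12 in T_reg_ hi cells and 0 rose, as did the receptor *Il7r* (-2.49 ± 0.17 and -2.36 ± 0.17) and the transcription factor *Klf2* (-2.07 ± 0.29 and -1.46 ± 0.29). Camera gave 2.23e-10 and 1.41e-07, and with an estimated correlation the adjusted p was 0.0797 and 0.0869. Of 20 immediate early genes 12 fell and 2 rose in T_reg_ HAR cells and 11 fell and 3 rose in T_reg_ hi cells, led by *Egr1* (-3.91 ± 0.32 and -2.22 ± 0.32), *Junb* (-3.22 ± 0.23 and -3.14 ± 0.23) and *Dusp1* (-3.05 ± 0.19 and -3.04 ± 0.19), with 9.41e-06 and 0.000184 from camera and, with an estimated correlation, an adjusted p of 0.0867 and 0.125. Of 22 interferon-stimulated genes 11 and 14 fell and 0 rose, among them *Ifit3* (-2.51 ± 0.10 and -2.50 ± 0.10), with 9.9e-06 and 7.32e-08 from camera and, with an estimated correlation, an adjusted p of 0.105 and 0.073. Of 14 Th1 genes 7 fell in each, among them the chemokines *Ccl4* (-2.06 ± 0.15 and -2.40 ± 0.15) and *Ccl5* (-2.02 ± 0.11 and -2.15 ± 0.11), with 0.00183 and 0.0103 from camera and, with an estimated correlation, an adjusted p of 0.0765 and 0.0763. Against naive FACS alone *Ccl4* changed by only -0.62 and -0.96 and *Ccl5* by -1.06 and -1.19. With naive FACS alone the Th1 list did not pass in T_reg_ hi cells (0.103).

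Markers of other cells were lower in both kinds of T_reg_ cell. Of 15 B cell markers 12 and 11 fell, of 11 CD8 and NK markers 6 and 8 fell and 1 rose in each, of 22 myeloid markers 18 and 16 fell, and of 8 erythroid and platelet markers 5 fell in each. The invariant chain *Cd74* changed by -3.69 ± 0.09 and -3.17 ± 0.09, *Cd79b*, a subunit of the B cell receptor, by -3.20 ± 0.26 and -3.06 ± 0.26, and the NK receptor *Klrd1* by -2.48 ± 0.18 and -1.69 ± 0.18, and the granule protein gene *S100a9* was at least 9.50-fold lower in both. Against naive FACS alone these were -2.49 and -1.97 for *Cd74*, -1.88 and -1.74 for *Cd79b*, and at least 3.59-fold lower for *S100a9*. Camera gave 1.39e-08 and 5.01e-09 for B cell, 0.00103 and 0.000184 for CD8 and NK, 1.77e-11 and 1.17e-11 for myeloid and 0.000104 and 3.4e-05 for erythroid and platelet markers. With an estimated correlation the adjusted p was 0.0797 and 0.0685 for B cell and for myeloid markers, 0.0666 and 0.0403 for CD8 and NK markers, and 0.0797 and 0.0685 for erythroid and platelet markers. With naive FACS alone as the control the CD8 and NK list did not pass for T_reg_ HAR cells (adjusted p = 0.126).

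The remaining lists moved less evenly. Of 23 activation genes 10 rose and 6 fell in T_reg_ HAR and 9 rose and 5 fell in T_reg_ hi cells (adjusted p = 0.056 and 0.0359, and 0.166 with an estimated correlation for the latter). The activation list passed in T_reg_ HAR cells without replicate 1 of T_reg_ HAR MACS (0.0381) or replicate 2 of naive FACS (0.0383), and in T_reg_ hi cells it did not pass without replicate 1 of naive FACS (0.057) or replicate 1 of naive MACS (0.0573), or with naive MACS alone (0.122). Of 20 memory and effector genes 6 rose and 3 fell, and 8 rose and 4 fell (0.15 and 0.00908, and 0.0869 with an estimated correlation for the latter), as the galectin *Lgals1* (2.51 ± 0.19 and 2.50 ± 0.19) and *Anxa2* (2.29 ± 0.15 and 2.30 ± 0.15, and 1.40 and 1.41 against naive MACS alone) rose and *Ccl5* fell. The memory and effector call in T_reg_ hi cells ended with naive MACS alone as the control (adjusted p = 0.227), and the list passed in T_reg_ HAR cells with naive FACS alone (0.00659). Of 20 amino acid response genes 10 and 8 rose and 2 fell in each (0.00172 and 0.00805, and 0.268 and 0.326 with an estimated correlation), as did *Eif4ebp1* (1.80 ± 0.19 and 1.76 ± 0.19) and *Nupr1* (1.71 ± 0.21 and 2.40 ± 0.21). Of 18 p53 targets 7 and 6 rose and 0 fell (0.0124 and 0.00426, and 0.132 and 0.0938 with an estimated correlation), among them the cell cycle inhibitor *Cdkn1a* (3.25 ± 0.27 and 2.62 ± 0.27), and the call in T_reg_ HAR cells ended without replicate 1 of naive MACS (0.0619). Of 21 NFAT response genes 3 rose and 7 fell, and 4 rose and 7 fell (0.0317 and 0.00908, and 0.0867 and 0.0685 with an estimated correlation), with *Egr3* at -2.81 ± 0.10 and -2.80 ± 0.10, and with naive FACS alone the list did not pass in T_reg_ HAR cells (0.145). Of 19 TGF-β response genes 3 rose and 9 fell in T_reg_ HAR cells and 4 rose and 7 fell in T_reg_ hi cells (0.0124 and 0.226, and 0.0861 with an estimated correlation for the former), with the receptor *Tgfbr2* at -2.40 ± 0.19 and -1.44 ± 0.19.

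Of 23 ribosome biogenesis genes 4 rose and 4 fell in T_reg_ HAR cells and 2 rose and 7 fell in T_reg_ hi cells, with an adjusted p of 0.84 and 0.023, the latter 0.458 with an estimated correlation. That call ended without replicate 2 of naive FACS (adjusted p = 0.0575), replicate 2 of T_reg_ hi FACS (0.0559) or replicate 1 of T_reg_ hi MACS (0.154), and with naive MACS alone (0.0519). Of 16 Th17 genes 3 rose and 2 fell, and 5 rose and 2 fell (0.84 and 0.239), and the chemokine receptor *Ccr6* rose by 1.44 ± 0.39 and 3.08 ± 0.39. Of 10 Th2 genes 2 rose and 2 fell, and 2 rose and 1 fell (0.891 and 0.86), and of 13 iron genes 2 rose and 5 fell, and 1 rose and 5 fell (0.196 and 0.226), the iron exporter *Slc40a1* being in both at least 1.71-fold lower than in naive cells after FACS and at least 12.3-fold lower than after MACS. None of the 5 aryl hydrocarbon receptor targets passed in either (0.703 and 0.805). Of the 15 qPCR genes 7 rose and 4 fell, and 8 rose and 2 fell (0.0317 and 0.00426, and 0.0867 and 0.0685 with an estimated correlation), which is not independent evidence, and for T_reg_ HAR cells the call ended without replicate 1 of T_reg_ HAR FACS (0.0558) or replicate 2 of T_reg_ HAR MACS (0.0518), or with naive MACS alone (0.137). Among them *St3gal3* changed by 0.10 and 0.95, *Aqp3* by 0.36 and 1.07, *Mybl2* by 2.08 and 1.53 and *Lmna* by -1.04 and -1.05, and *Dab2ip*, with 0.21 in T_reg_ HAR cells, turned to -0.044 with naive MACS alone.

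**Figure D3:**
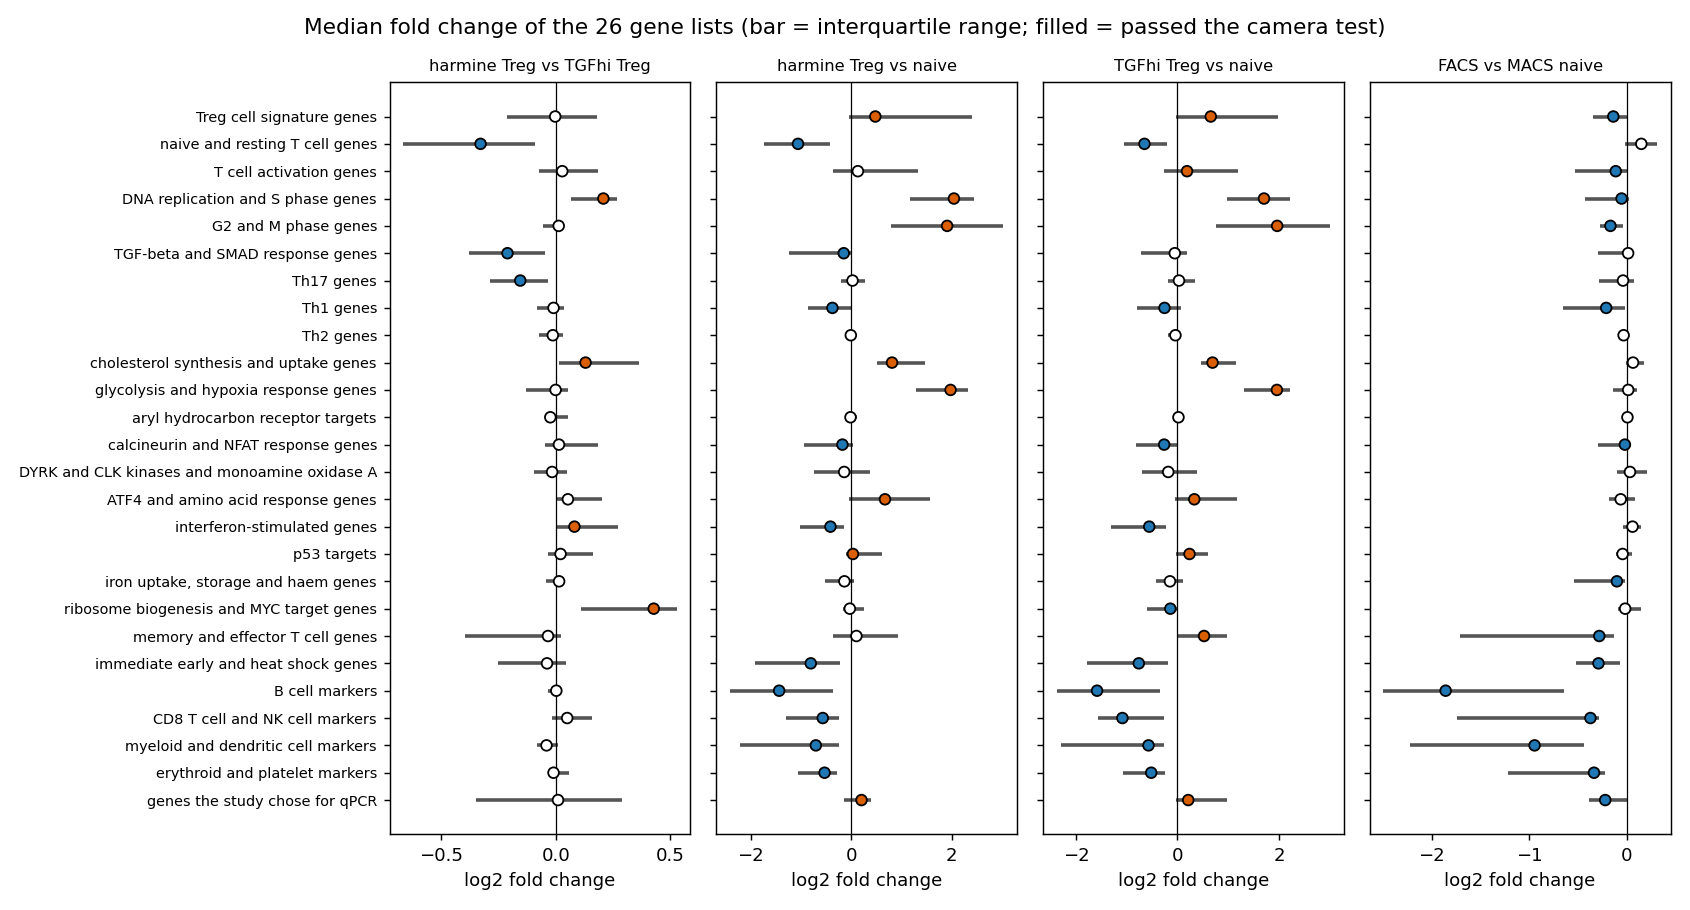
Median log2 fold change of each gene list, 1 line per list, in 4 comparisons, with bars for the interquartile range of the members. Filled points passed the camera test (orange higher, blue lower), which was 7, 18, 20 and 14 of the 26 lists from left to right.

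Some of these calls also ended in other fits. For T_reg_ HAR cells the NFAT call did so with treatment plus purification (adjusted p = 0.0782), without a purification term (0.0924), in a fit of the 8 arrays alone (0.134) and within the arrays without (0.12) and with (0.143) *Eif2s3y* signal, and the qPCR call in the fit of 8 arrays (0.0575), with the stricter filter (0.119) and within both sets of arrays (0.0632 and 0.0713). Within the arrays with the signal the Th1 (0.168), p53 (0.0673) and CD8 and NK (0.0704) calls ended as well. For T_reg_ hi cells the Th1 call ended with treatment plus purification (0.0716), without a purification term (0.107), in the fit of 8 arrays (0.17) and within both sets (0.122 and 0.286). The activation call ended without a purification term (0.0565), in the fit of 8 arrays (0.0895), with scaling to a common median (0.0633), with the stricter filter (0.0788) and within the arrays with the signal (0.118), the ribosome biogenesis call with the stricter filter (0.0665) and the NFAT call within the arrays without the signal (0.106).

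Camera called 18 lists in T_reg_ HAR cells, 8 higher and 10 lower, and 20 in T_reg_ hi cells, 10 higher and 10 lower. With an estimated correlation 3 and 4 of these calls held, and fry gave 21 and 24. Adjusted over the list alone, no list had fewer genes past the threshold in either direction, and the most added was 4, among the genes of naive cells in T_reg_ hi cells (16 lower). In 5 and 2 lists, none of them called, the median, the mean and the tests differed in sign.

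The profiles of both kinds of T_reg_ cell relative to naive cells had a Pearson correlation of 0.954 across the 15663 genes. Both share the naive arrays, and simulated unchanged groups sharing them gave a mean r of 0.501 (0.456 to 0.530 over 100 simulations). The covariance was 0.294 against 0.00743 in the simulation. With different naive arrays in each profile r was 0.892 and 0.887, where the simulation gave 0.000131. There were 1681 genes higher in both, with 278 expected if the calls were independent, 1729 lower in both, with 283 expected, and 2 called in opposite directions. The shared arrays and the shared culture add to these overlaps by an unknown part.

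**Figure D4:**
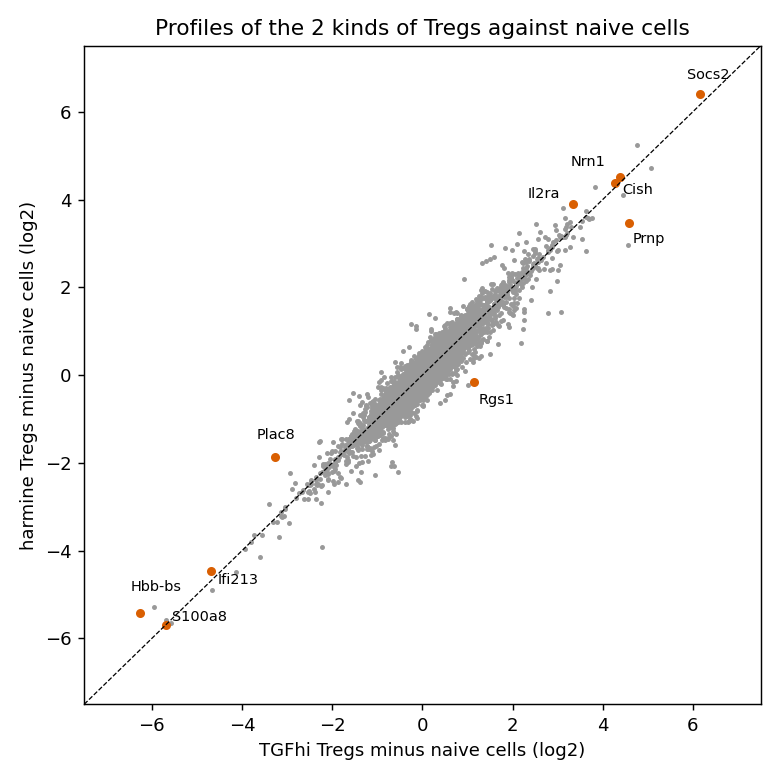
Log2 change of T_reg_ hi cells (TGFhi Tregs, horizontal) and T_reg_ HAR cells (harmine Tregs, vertical) relative to naive cells, 1 point per gene over 15663 genes, with the dashed line marking equal change and named genes in orange. The points lie along the line (r = 0.954), from *S100a8* at the lower left to *Socs2* at the upper right, with *Plac8* above it and *Rgs1* below it.

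Within naive cells, the comparison of FACS with MACS asked what the way of purification leaves in the sample. The erythrocyte anion exchanger *Slc4a1* had a mean log2 level of 6.47 after FACS and 9.74 after MACS, a difference of -3.28 ± 0.13 (SE, n = 2 arrays each). The neutrophil granule genes *Ltf* and *Camp* were lower after FACS by -2.99 ± 0.30 and -2.84 ± 0.23, the chemokine *Ccl4* by -2.88 ± 0.22, and the iron exporter *Slc40a1* by -2.84 ± 0.10. The largest increases after FACS were smaller, with 0.73 ± 0.13 for *Gramd3*, 0.61 ± 0.11 for *Zfp955a*, 0.58 ± 0.10 for *Nop9*, 0.51 ± 0.09 for *Mrpl24* and 0.50 ± 0.09 for *Arfrp1*.

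Markers of all the other cell types on the lists were lower after FACS. Of 15 B cell markers 9 fell, with a median log2 difference of -1.86, among them *H2-Eb1* (-2.71 ± 0.18), *H2-Ab1* (-2.66 ± 0.31), *Cd79b* (-2.65 ± 0.36) and *Cd74* (-2.41 ± 0.12). Of 22 myeloid markers 11 fell, such as *Fcer1g* (-2.81 ± 0.28), *S100a9* (-2.80 ± 0.50) and *Lyz1* (-2.46 ± 0.38). Of 11 CD8 and NK markers 3 fell, *Klra7* (-2.03 ± 0.29), *Tyrobp* (-1.96 ± 0.18) and *Klre1* (-1.52 ± 0.12), and of 8 erythroid and platelet markers 2 fell, *Slc4a1* and the haem synthesis enzyme *Alas2* (-0.96 ± 0.13). Adjusted over the list alone, 13, 19, 6 and 4 fell in the same order. Camera gave 3.57e-25, 4.8e-26, 3.99e-11 and 5.91e-08, and all 4 calls held with an estimated correlation (adjusted p = 0.0159, 0.0232, 0.00903 and 0.0309). *Cd74* remained at mean log2 levels of 10.30 ± 0.14 (SD) after FACS and 12.71 ± 0.13 after MACS, against 7.80 to 8.52 in the groups of T_reg_ cells. The levels of *Hba-a1* were 10.73 ± 1.76 after FACS and 12.72 ± 0.30 after MACS, a difference of -1.99 that did not pass (adjusted p = 0.215).

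**Figure D5:**
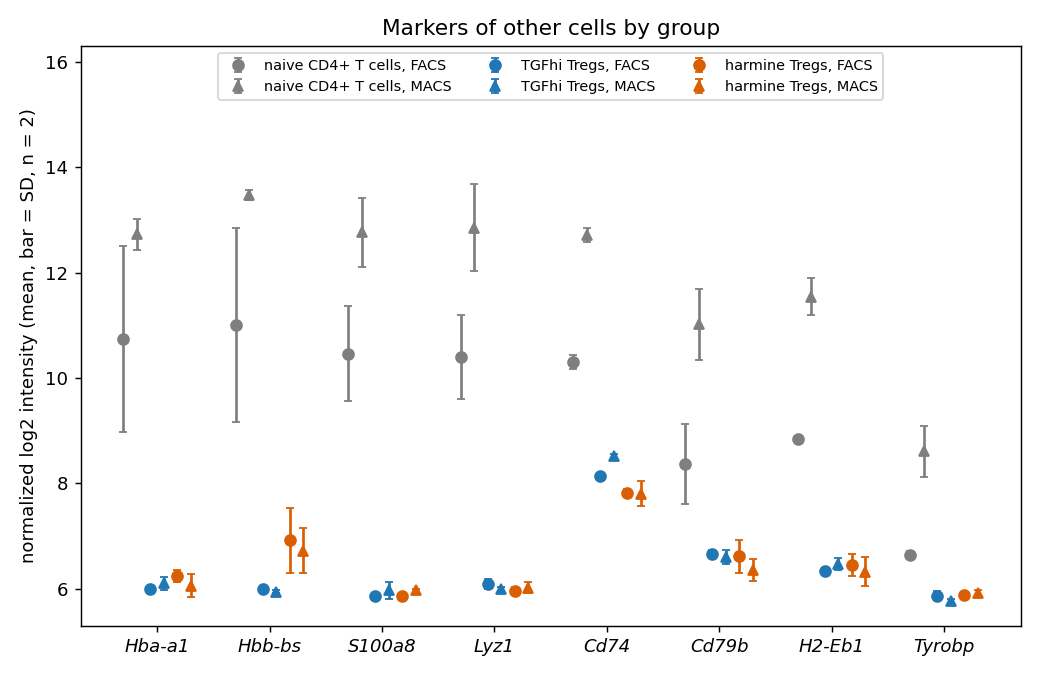
Normalized log2 intensity of 8 markers of other cells in the 6 groups, as mean and SD (n = 2 arrays), with color for treatment and shape for purification. For every marker the MACS-purified naive cells are highest, as with *Cd74* at 12.71 against 10.30 after FACS and 7.80 to 8.52 in T_reg_ cells.

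Other lists were lower after FACS together with these markers. Of 14 Th1 genes 4 fell, *Ccl4*, *Ccl3* (-2.02 ± 0.17), *Ccl5* (-1.93 ± 0.15) and *Ifng* (-0.74 ± 0.11), of 20 memory and effector genes 3 fell, *Ccl5*, *Anxa2* (-1.78 ± 0.22) and *Ahnak* (-1.69 ± 0.27), and of 29 T_reg_ signature genes 3 fell, *Cd83* (-1.40 ± 0.19), *Swap70* (-0.89 ± 0.13) and *Klrg1* (-0.64 ± 0.10). Of 21 NFAT response genes 3 fell, the chemokines *Ccl4*, *Ccl3* and *Xcl1* (-1.32 ± 0.22), and of 13 iron genes 2 fell, *Slc40a1* and *Hmox1* (at least 1.75-fold). The adjusted p-values were 1.63e-06 for Th1, 3.45e-08 for memory and effector, 0.000551 for T_reg_ signature, 0.00734 for NFAT response and 0.000457 for iron genes, and with an estimated correlation 0.0159, 0.0159, 0.0232, 0.045 and 0.0309. The mitosis list also passed (0.00269, and 0.0312 with an estimated correlation) with 0 of 22 genes called, but not without replicate 1 of naive MACS (0.0701). The qPCR list, which is not independent evidence, passed with 1 gene lower of 15, *Dab2ip* (adjusted p = 0.00702, and 0.045 with an estimated correlation). Adjusted over the list alone, 6 Th1, 9 memory and effector, 5 T_reg_ signature, 3 NFAT response, 4 iron, 1 mitosis and 3 qPCR genes fell.

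Calls that did not hold with an estimated correlation were those of activation genes (0 of 23, adjusted p = 0.00734 and 0.113 with an estimated correlation), DNA replication genes (1 of 28, *Mcm10* with -0.63 ± 0.12, adjusted p = 0.00702 and 0.22) and immediate early genes (1 of 20, *Rgs1* with -1.06 ± 0.17, adjusted p = 0.00722 and 0.318). The activation call ended without replicate 1 of naive FACS (0.139) or replicate 2 of naive MACS (0.0742), and the immediate early call without replicate 2 of naive MACS (0.25). The lists that were not called were those of naive cells (adjusted p = 0.188), TGF-β response (0.537), Th17 (0.299), Th2 (0.494), cholesterol (0.353), glycolysis and hypoxia (0.802), aryl hydrocarbon receptor targets (0.765), DYRK and CLK kinases (0.734), amino acid response (0.496), interferon response (0.494), p53 targets (0.599) and ribosome biogenesis (0.58), with 0 members called in each, and in 3 of them the median, the mean and the tests differed in sign. The list of naive cells passed as higher after FACS without replicate 1 of naive FACS (0.0258) or replicate 2 of naive MACS (0.000172), and with scaling to a common median (0.0471).

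In limma 218 genes differed between the purifications in naive cells, 6 higher and 212 lower after FACS, with a median absolute log2 difference of 1.09. Of the 218, 24 were on the lists of other-cell markers and 194 were not. There were 100 without replicate 1 and 103 without replicate 2 of naive FACS, and 570 without replicate 1 of naive MACS. Of the 10 genes named first, *Slc4a1*, *Ltf*, *Ccl4*, *Slc40a1* and *Camp* passed without any 1 array. The share of higher calls was 2.75%, and 13.6% with scaling to a common median and 25.4% without replicate 1 of naive MACS.

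In T_reg_ cells the way in which their naive precursors had been purified gave 0 genes in limma for T_reg_ hi cells, with 388 at an unadjusted p under 0.05 and a smallest adjusted p of 1, and 0 for T_reg_ HAR cells, with 581 and a smallest adjusted p of 0.523. The interaction, which tests whether the difference between T_reg_ HAR and T_reg_ hi cells depends on the purification, also gave 0 genes, with 775 at an unadjusted p under 0.05 and a smallest adjusted p of 0.55. By chance 783 genes would be expected at that unadjusted level in each of these tests. On the simulated arrays only 23.9% of 1.5-fold purification changes were recovered in T_reg_ hi and 25.4% in T_reg_ HAR cells, so the absence of calls does not exclude such changes. The deposited values gave 1 gene for the interaction, *Apobec3* (log2 difference of 0.58, adjusted p = 0.0303), which is named here after its value was seen. Within T_reg_ HAR cells *Eif2s3y* signal was present on both MACS arrays and on neither FACS array, so purification and this signal cannot be told apart there or in the interaction.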

Values the study reported

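For these arrays the study gave a Pearson correlation of 0.95 for the T_reg_ HAR profile against the T_reg_ hi profile, both taken relative to naive cells. Replicates were said to correlate above 0.98 on average in the normalized log_2_ data. The study counted 2269 genes with a nominal p of at most 0.05 in a Student's t-test between the sorted populations, and it combined them with human data into a signature of 111 genes.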

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

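The tests of array labels in this part were chosen before the result was seen, and those of *Eif2s3y* signal, of residual other cells and of the normalization only after it was seen. A difference between groups drew attention here, since the FACS minus MACS difference of 135 genes differed between naive cells and T_reg_ cells by a test of the difference itself (limma, adjusted p under 0.05). It was lower in naive cells for 134 and higher for 1, and 134 of the 135 were among the 218 genes that differed between the purifications in naive cells. At an unadjusted p under 0.05 there were 1046.

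The pattern behind it is that markers of other cells were lower in FACS-purified naive cells. Of 46 such markers above background on at least 2 arrays 45 were lower after FACS, with a median log2 difference of -1.23. The normalization used here is argued against as the cause, because all 4 lists of other-cell markers were lower with each of 3 other scalings. Residual other cells in the MACS-purified samples cannot be told apart from other differences between the purifications, because the 4 of 4 lists lower with an estimated correlation are the pattern itself and 194 of the 218 genes were in no marker list. The levels after MACS and FACS were 13.47 and 11.01 for *Hbb-bs*, 12.85 and 10.40 for *Lyz1*, 12.77 and 10.46 for *S100a8* and 12.71 and 10.30 for *Cd74*, so the FACS of naive cells left much of these transcripts, and in T_reg_ cells *S100a8* lay at 5.86 to 5.97. Of the 55 markers measured 9 were above background on all 8 T_reg_ arrays and 36 on none, 1 was in another list (*Nkg7*, also a memory and effector gene), 1 in 2 of the marker lists (*Tyrobp*) and 0 in the qPCR list.

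The FACS minus MACS difference in T_reg_ HAR cells went against that in T_reg_ hi cells, with r of -0.35 across genes, which are not independent replicates. Exchanged FACS and MACS labels of all 4 T_reg_ HAR arrays would give such a negative value. This cannot be told apart from the split of the same arrays by *Eif2s3y* signal, which was on both MACS arrays and neither FACS array. In naive cells that split parts arrays with the *Eif2s3y* and *Xist* pattern of female and of male cells, hence of different donors. In T_reg_ cells it may stand for separate animals or batches. The sample descriptions end in a letter, which ran from A to I on the arrays without the signal and from J to U on those with it. The split thus goes with the order of these letters, but the labels do not say what they stand for. The split had the values it needs, since the T_reg_ HAR difference correlated with those between replicates 1 and 2 of naive cells (r = 0.444) and of T_reg_ hi cells (r = 0.477). These part the arrays in the same way, and *Eif2s3y*, other Y-linked genes and *Xist* were left out. Among 21 other pairs of differences between treatments the highest absolute r was 0.311, but within T_reg_ HAR cells the replicate differences of FACS and MACS had r of -0.622, a split that follows neither label, and *Xist* (5.76 and 5.84 on the naive arrays with the signal, 8.98 to 10.49 on T_reg_ arrays) shows that the sets were not alike in each treatment. Only an exchange of all these labels was weighed. An exchange of 1 FACS with 1 MACS array of T_reg_ HAR cells was not tested. It would leave *Eif2s3y* signal on 1 array of each T_reg_ HAR group, as in all other groups. The T_reg_ HAR arrays that stood together had r of 0.993 and 0.987 across probes, against 0.987 and 0.984 between replicates as labelled. No biological explanation was tested.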

How the results depend on the processing

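The t-test on the deposited values, the fit without a purification term, a single kind of naive cells as the control, the stricter filter, the block by *Eif2s3y* signal and the comparisons within arrays with or without *Eif2s3y* signal were chosen only after the result was seen. The number of genes that differed between T_reg_ HAR and T_reg_ hi cells was 73, and it moved with several choices. It was 45 with the deposited values (43 of them among the 73), 118 without a purification term and 58 with a block by *Eif2s3y* signal (50 among the 73). Within the arrays without that signal it was 2 and within those with it 0, where fewer arrays were compared. The 73 genes had median absolute log2 differences of 0.753 and 0.646 there. These cannot show that the size was kept, because the 2 sets average to the differences on which the genes were chosen. With a replicate block by number alone it was 39 (38 among the 73). The number was not taken as pairing the arrays, because differences between replicates correlated above 0.1 in 2 of the 6 pairs of groups with the same purification (-0.12 to 0.263), although in naive and T_reg_ hi cells it goes with *Eif2s3y* signal. With a replicate block by purification and number the NFAT (adjusted p = 0.0725) and qPCR (0.0686) calls of T_reg_ HAR cells and the Th1 (0.0992) and activation (0.062) calls of T_reg_ hi cells against naive cells ended. The t-test of the study's methods gave 1613 genes by nominal p and 8 after adjustment, and on the deposited values 1586 and 9. Against naive cells, every kept probe as its own feature gave 6954 for T_reg_ HAR and 6497 for T_reg_ hi cells, where more features were counted, and the arrays without and with *Eif2s3y* signal gave 2639 and 2821, and 2338 and 2662. The interaction had 1 gene with the deposited values. With split naive arrays r was 0.892 and 0.887. Gene lists numbered 0, 3 and 4 with an estimated correlation for T_reg_ HAR against T_reg_ hi, T_reg_ HAR against naive and T_reg_ hi against naive cells, and fry gave 3 for the first. *Dab2ip* in T_reg_ HAR against naive cells reversed to -0.044 with naive MACS alone. Leaving out each array gave 9 to 140 genes for T_reg_ HAR against T_reg_ hi cells, 100 to 570 for FACS against MACS in naive cells, 3623 to 4357 and 3288 to 4123 against naive cells, and r of 0.934 to 0.962, the lone array of its group being assumed to vary like the others. Of 7653 values of called genes under these alternatives 7083 kept direction and call, 569 kept the direction without the call and 1 reversed. Where no cause is named, the cause was not tested. Signal over background limits genes whose probes are dim, since 5515 of the 15663 exceeded background on no array.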

Other observations

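The tests of *Foxp3* in this part were chosen only after the result was seen, and those of other splits of the arrays before. Some genes that parted T_reg_ HAR from T_reg_ hi cells were near the level of naive cells in one of them. *Rgs1*, an inhibitor of G protein signalling, changed by 1.15 (log2) from naive to T_reg_ hi cells and by -0.17 to T_reg_ HAR cells, and *Ramp1*, a receptor subunit for a neuropeptide, by 1.02 and -0.22. *St3gal3*, a sialyltransferase, changed by 0.95 and 0.10. In the other direction *Gadd45g*, a stress-induced growth regulator, changed by -0.13 in T_reg_ hi and 1.11 in T_reg_ HAR cells. Of the 46 genes lower in T_reg_ HAR cells 26 were above naive cells in T_reg_ hi cells, and 26 lay closer to naive cells in T_reg_ HAR cells, while of the 27 higher 8 did. The same T_reg_ hi arrays enter both comparisons, so these counts are not independent of the calls.

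In each of the 3 treatment comparisons no other split of the arrays gave as many genes as the real one. This argues against chance but does not exclude it, since 1 of 35 is the smallest share that 35 splits can give. The labels also do not say whether the replicates were separate cultures. Of the 35 splits of the 8 arrays into 4 and 4, 1 gave as many genes as the real split, the real split itself, for T_reg_ HAR against T_reg_ hi cells (103 genes in a fit of these arrays alone, highest other 29, which parted the T_reg_ HAR arrays as component 2 does), for T_reg_ HAR against naive cells (3888, highest other 0) and for T_reg_ hi against naive cells (3990, highest other 0).

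No *Foxp3* probe passed as higher in T_reg_ arrays than in naive arrays, although the T_reg_ cells were sorted. The study describes sorting the GFP-positive cells of such mice for another assay and sorted T_reg_ cells for these arrays, and such a sort would leave few cells without *Foxp3*, although the gate used for the arrays is not stated. The probe used gave -0.24 and -0.36 in T_reg_ HAR and T_reg_ hi cells, and another went the other way with 0.19 in both (adjusted p = 0.0793 and 0.0886). Exchanged naive and T_reg_ arrays are argued against, because all 28 DNA replication genes were higher in both kinds of T_reg_ cell. Probes that do not report the transcript and a low share of *Foxp3*-expressing cells cannot be told apart, because the count of 0 of the 4 probes past the threshold is the observation itself and follows from either. The 11 signature genes outside the activation and memory lists that were higher in both kinds of T_reg_ cell decide nothing, since activation raises such genes too and no array of activated cells without *Foxp3* was among these.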
